A study of Mus musculus with 6 samples. Its data were reported in "Myeloid transformation by MLL-ENL depends strictly on C/EBP" (2020).

How the data were processed

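ATAC-seq, which maps open chromatin, was performed on mouse fetal liver cells transformed by the MLL-ENL fusion oncogene. In this assay the Tn5 transposase inserts sequencing adapters into open DNA, so that the number of reads over a region measures its accessibility. Per the labels there were 6 samples in 3 groups with 2 replicates each. WT cells kept both Cebpa and Cebpb, which encode the transcription factors C/EBPα and C/EBPβ. The dKO cells lacked both genes and carried a GFP vector. The dKO-LAP* cells lacked both genes and expressed the rat C/EBPβ isoform LAP*. The WT labels name no vector, so the dKO against WT comparison differs in the vector as well as in the genotype. The dKO lines were clones, and clonal differences are part of the same comparison.

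The authors preprocessed the reads with PiGx, aligned them to the mouse genome build mm10 with Bowtie 2, called peaks with MACS and compared the groups with DiffBind at a corrected P-value of 0.05. The handling of duplicate reads, the Tn5 offset and the rule that merged peaks across samples were not stated in the sources used here. Duplicates that were kept would raise the counts of strongly amplified regions, and a missing Tn5 offset would move region edges by a few bases only. The authors' deposited table holds log2 values: the log2 mean of normalised reads over both groups, over the WT libraries and over the dKO libraries, and the log2 fold change between the groups. The authors also deposited a p-value per region and its false discovery rate (FDR), which is the p-value after Benjamini-Hochberg adjustment. Fold changes were deposited as WT minus dKO and are given here as dKO minus WT, so that a positive value means higher accessibility in dKO. The group means carry no error, because the table has no value per library. No standard deviation, replicate test, replicate block or leave-out of a replicate was possible.

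Both processed files had identical content, so that 2 files gave 1 distinct table. That table has columns for WT and dKO and none for dKO-LAP*. The comparison of dKO-LAP* with dKO, and the set of regions changed in both comparisons, were therefore not analysed here, although both had been planned. The planned tests for per-sample counts did not apply, and the authors' fold changes and FDR were used as deposited, as the plan foresaw for a table of this kind.

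The table listed 10016 regions, and 2 of them were printed at an FDR of 0.05. Regions with an FDR under 0.05 were called changed, which left 10014. Regions past the threshold were the only ones listed, so unchanged regions could not serve as a background. The number of regions that the authors tested was recovered from the deposited table as FDR times rank over p, with a median of 57874 and quartiles of 57817 and 57930. The mean over both groups equalled the log2 of the average of the group means to within 0.01, and the fold change equalled the difference of the group means to within 0.01.

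Sequencing depth per sample was not part of the table. The low group means in the authors' deposited table fell on steps of whole reads, with a lowest log2 value of -0.15 in both groups, which is the level of 1 read in each of the 2 libraries. Of the values up to 3 normalised reads, 93.6% of 267 in WT and 100% of 281 in dKO lay on such steps, against a median of 26.6% and 30.6% over all step sizes tried. By these steps the worth of 1 read differed 1.24-fold between the WT libraries and 1.03-fold between the dKO libraries. A floor of 3 reads per library corresponded to a log2 mean of 1.44 in WT and 1.43 in dKO. Where the lower group was at or under this floor, the fold change is given as a bound computed against the floor. The bounds are not confidence limits, because the floor is fixed whatever the number of reads seen. Where the lower group was above its lowest level, counting error alone could put the true ratio under the bound. Intervals cover counting error only, since PCR copies are not independent molecules.

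Sequences came from the GRCm38.p6 assembly, whose chromosomes are those of mm10, and annotation from GENCODE release M21. Coordinates are as in the authors' deposited table, on mm10. Regions were assigned to the nearest annotated transcription start site (TSS) of any transcript, measured from the nearer edge. Motifs were searched on both strands as consensus strings in 200 bp about the centre of each region: TTRCNNAA for C/EBP, AACCACA for RUNX, GAGGAAGT for PU.1 and TGASTCA for AP-1. Lower and higher regions were compared by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over the 4 motifs, and shares carry 95% Wilson intervals. Regions are not replicates, and these tests describe the listed regions of 4 libraries. Windows of 200 bp centred 2 kb to either side of each region and outside all listed regions served as a background, which was chosen after the data were seen.

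Before the data were examined, the regions to be named were fixed as the 5 with the largest rise and the 5 with the largest fall, and the regions at 45 genes that the study names. The genes form 5 lists: the C/EBP family, targets discussed in the study, myeloid genes, and genes that HOXA9 and C/EBPα were described as repressing or activating together. The last 2 lists hold the members that the study names, mostly for altered RNA levels in dKO cells, and not the full sets, so the direction of regions was counted per list without a test. A part of the rule concerned regions changed in both comparisons and could not be applied. A count of calls adjusted over the list alone could not be made, because p-values of unlisted regions were not at hand. Alternatives fixed at the same time were an FDR under 0.01 or under 0.001, a minimum absolute log2 change of 1, regions above the lower quartile of the mean level, autosomes only, centring on the median log2 change, a TSS window of 2.5 kb in place of 1 kb, protein-coding TSSs only, other motif windows and consensus strings, motif tests within 10 bins of GC content, and assignment to genes within 100 kb of the TSS or within the gene body and 10 kb around it.

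Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9. The functions were tested on simulated data. All motifs planted in 500 random sequences per motif were found (100%). The number of tests behind a simulated list of 8100 regions was recovered at 100.01% of the true number, and the ratio of simulated libraries was recovered to within 0.324% on at least 393 values. Over 200 simulations without an effect, p fell under 0.05 in 4.5% for the odds ratio within bins, in 4% for the shuffling of chromosome blocks and in 7.5% for the rotation of directions along chromosomes, so that the rotation test was slightly liberal. The simulated blocks were independent of each other, so the 4% does not cover dependence between blocks.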

Results

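Chromatin accessibility was compared by ATAC-seq between MLL-ENL–transformed fetal liver cells with intact Cebpa and Cebpb (WT) and cells in which both genes had been deleted (dKO). These are immortalised mouse myeloid progenitor-like cells that grow in the presence of interleukin 3. Of the 3 groups of 2 libraries, only WT and dKO had values in the authors' deposited table, which therefore rests on 4 libraries. Values for dKO cells complemented with C/EBPβ LAP*, the full-length isoform of the protein, were not analysed here. The question of which regions returned towards WT after complementation was thus left open. The group means had no replicate error attached, and significance refers throughout to the FDR that the authors' comparison assigned.

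The deleted genes were inspected first. In the authors' deposited table, a region over the Cebpa promoter and coding exon (chromosome 7, 35118826 to 35119650) had a log2 mean of 9.99 in WT and of -0.15 in dKO, with an FDR of 1.89e-19. The dKO value was the lowest level that occurs, and the signal was at least 376-fold lower against the floor of 3 reads per library. At Cebpb, the authors' deposited table listed a promoter region (chromosome 2, 167688638 to 167689380) that fell from 8.60 to 3.37, a log2 change of -5.23 with an FDR of 3.35e-35. A further region in the coding exon of Cebpb (167689715 to 167690187), which the annotation of Tmem189 also overlaps, went from 7.38 to -0.15 in the authors' deposited table and was at least 61.6-fold lower. The study identified its dKO clones by PCR for excision of both genes, and reads cannot be placed on deleted sequence. Inside the deleted sequence these falls therefore reflect lost DNA and do not measure accessibility. The limits of the deletions were not stated in the sources used here. Both loci went in the direction that the dKO label gives, which is a check of the labels only.

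The Cebpe locus was of interest because C/EBPε can compensate for the other family members. A region spanning the Cebpe promoter and coding sequence (chromosome 14, 54711954 to 54713185) rose from a log2 mean of 7.63 in WT to 8.27 in dKO in the authors' deposited table, a change of 0.64 with an FDR of 0.0319. This call was lost at an FDR under 0.01. Subtracting the median change of 0.98 over the listed regions reverses its direction, as it does by construction for any rise under that value. The study described the peaks around Cebpe as unchanged in pattern, and used this against a recombination event at the locus. It reported up-regulated Cebpe RNA and strong C/EBPε protein in dKO clones. The rise given here concerns the level of that region alone. At Cebpd, the authors' deposited table held a region in the untranslated part of the exon that rose by 1.04 (FDR 0.0028) and a region 60913 bp downstream, in an intron of Spidr, with a change of -1.73 (FDR 9.74e-06).

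**Figure D1:**
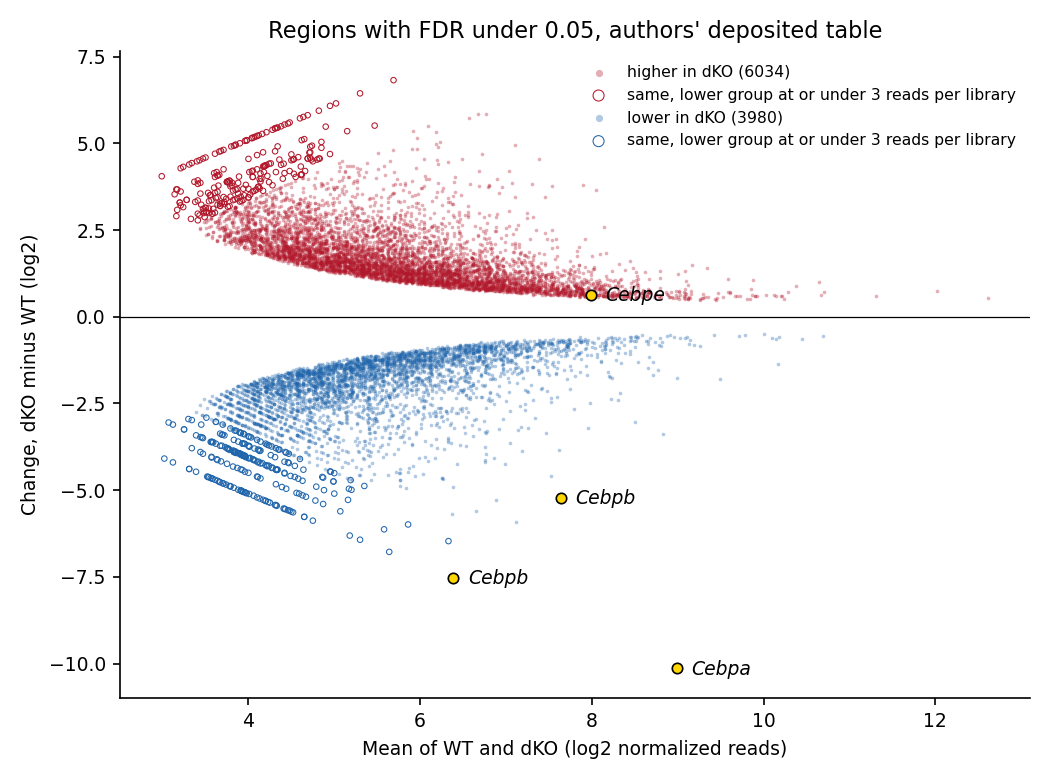
Log2 change (dKO minus WT, y axis) against the log2 mean of normalised reads over both groups (x axis) for the 10014 regions with an FDR under 0.05 in the authors' deposited table. Red points (6034) were higher and blue points (3980) lower in dKO, open circles have the lower group at or under 3 reads per library, and yellow points mark regions at Cebpa, Cebpb and Cebpe, of which Cebpa has the lowest value of all.

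Across the genome, 10014 regions differed between dKO and WT, which is 17.3% of the regions tested by the authors. Accessibility was lower in dKO at 3980 regions and higher at 6034, so that 60.3% of the changed regions were higher (95% Wilson interval 59.3% to 61.2%). Centring on the median log2 change of 0.98 moved this split most, to 4973 lower and 5005 higher regions, or 50.2% higher. That median was taken over changed regions alone, and centring on it divides any such list evenly. In the authors' deposited table the median log2 change was -1.85 for the lower regions (quartiles -2.56 and -1.33) and 1.58 for the higher regions (quartiles 1.13 and 2.23). At least 2-fold changes made up 90.3% of the lower and 82.3% of the higher regions. The smallest absolute log2 change listed was 0.51 among lower and 0.48 among higher regions, and smaller changes, if any, were not listed. Regions were 400 bp wide at the median (201 to 1851 bp). The lower group was at or under 3 reads per library in 235 of the lower and in 219 of the higher regions, and for these the deposited fold change is not a measured ratio.

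Lower and higher regions were then placed relative to annotated start sites. Regions within 1 kb of a TSS made up 20.6% of the lower regions (821 of 3980, interval 19.4% to 21.9%) and 18.1% of the higher regions (1091 of 6034, interval 17.1% to 19.1%). The odds ratio was 1.18 with a Fisher's exact p of 0.00167. It moved most, to 1.35, when the FDR was required to be under 0.01. Median distances to the nearest TSS were 7726 bp and 7848 bp. Introns contained 43.3% of the lower and 41.4% of the higher regions, and 33.9% and 39.5% were intergenic.

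To ask whether regions that closed in the absence of C/EBPα and C/EBPβ carry C/EBP motifs, the central 200 bp of the regions were searched. The C/EBP consensus TTRCNNAA occurred in 40.8% of the lower regions (1624 of 3980, interval 39.3% to 42.3%) and in 20.2% of the higher regions (1216 of 6034, interval 19.2% to 21.2%). The odds ratio was 2.73, with a Fisher's exact p of 5.48e-110 and 1.10e-109 after adjustment over the 4 motifs. The alternative that moved it most was the palindrome TTGCGCAA, found in 32 lower and 2 higher regions, with an odds ratio of 24.4. In the windows 2 kb away, the consensus occurred in 14.4% beside lower regions and in 16.97% beside higher regions. Against these windows the odds ratio was 4.10 for lower regions and 1.23 for higher regions.

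The other motifs were more frequent in the regions that gained accessibility. AP-1 (TGASTCA) occurred in 4.67% of the lower and 26.7% of the higher regions, an odds ratio of 0.135 with an adjusted p of 1.40e-200. PU.1 (GAGGAAGT) occurred in 3.34% and 13.1%, an odds ratio of 0.230 with an adjusted p of 1.10e-68. RUNX (AACCACA) occurred in 9.05% and 13.8%, an odds ratio of 0.619 with an adjusted p of 2.33e-13. Beside the regions, the AP-1 consensus was present in 3.37% and 3.46% of windows, that of PU.1 in 1.19% and 1.28%, and that of RUNX in 4.79% and 4.96%. All 4 motifs thus exceeded their surroundings in both sets of regions, by unequal amounts.

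**Figure D2:**
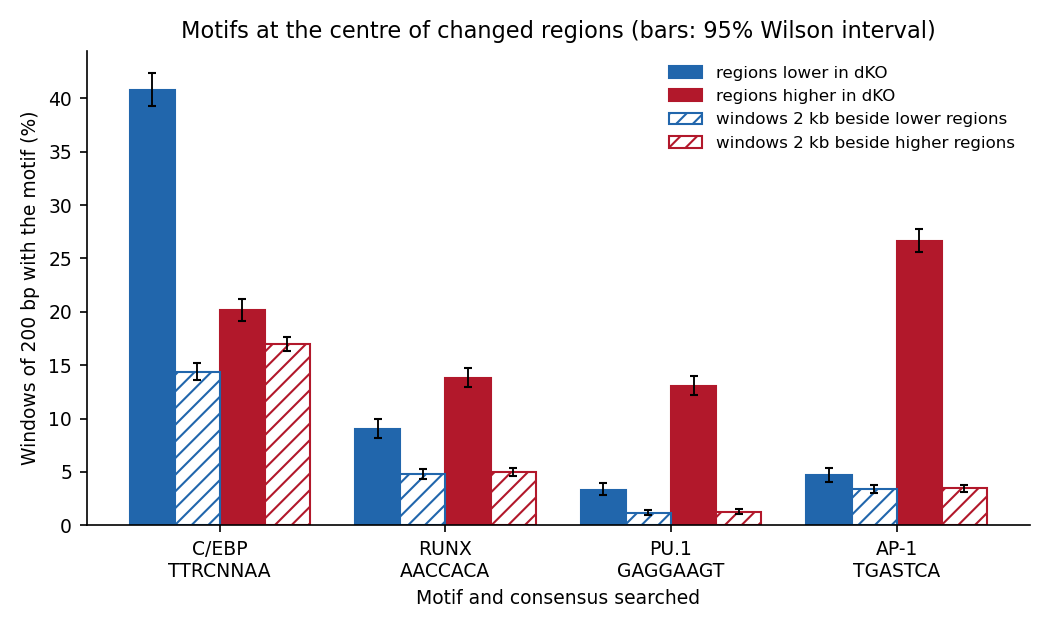
Percentage of 200 bp windows with each consensus (y axis) for C/EBP, RUNX, PU.1 and AP-1 (x axis). Filled bars are regions lower (blue) or higher (red) in dKO, hatched bars are windows 2 kb to either side of them, and error bars are 95% Wilson intervals. C/EBP stands at 40.8% in lower regions and AP-1 at 26.7% in higher regions.

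Next, the 45 genes named in the study were examined. By the nearest TSS, 40 changed regions belonged to 26 of them, 11 lower and 29 higher in dKO. Regions were only lower at 6 genes, only higher at 17 and went both ways at 3. The deleted genes Cebpa and Cebpb are among the 6, and their direction was fixed in advance. They also count as lower in the C/EBP family below. Counting the gene body and 10 kb around it in place of the nearest TSS gave 62 regions at 29 genes. Among genes described as repressed jointly by HOXA9 and C/EBPα, 15 of 16 regions were higher in dKO, at 8 genes with higher regions only and 1 gene with a lower region only. Scin held 5 of these regions and Havcr2 held 3, and regions of the same gene are not independent. Genes described as jointly activated had 8 higher and 2 lower regions. The study names only some genes of these 2 larger sets, nearly all of them for altered RNA levels in dKO cells, so the directions were not tested against other regions. Among jointly activated genes with regions, it reported raised RNA in dKO cells for Adra2a, Itsn1 and Igf2r. It reported reduced RNA for Pde7a, Pdcd4 and Nrg2, and each of these also had a higher region. A higher region at a gene of this list therefore does not give the direction of its RNA. The C/EBP family had 2 higher and 3 lower regions, the targets discussed in the study 3 higher and 5 lower, and the myeloid genes 1 higher region, at Csf1r. For Csf1r the study reported the opposite direction in RNA, a decrease in dKO cells. By gene body and 10 kb around it, the lists had 15 higher and 1 lower (jointly repressed), 8 higher and 6 lower (jointly activated), 3 higher and 4 lower (C/EBP family), 11 higher and 10 lower (targets) and 4 higher regions (myeloid). After centring on the median log2 change, higher regions numbered 15 of 16 for the jointly repressed genes, 7 of 10 for the jointly activated genes, 1 of 5 for the C/EBP family, 2 of 8 for the targets and 1 of 1 for the myeloid genes.

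The listed regions within the MLL target genes Igf1 and Bcl11a were all lower in dKO. In Igf1, which spans 87858265 to 87937042 on chromosome 10, the authors' deposited table had 2 intronic regions. The region at 87901750 to 87902311 fell from 6.12 to 2.55 (FDR 3.28e-08) and that at 87889793 to 87890260 from 5.72 to 3.55 (FDR 0.00094) in the authors' deposited table. Their nearest TSS is that of the antisense transcript Igf1os, so Igf1 had no region under the main assignment. Bcl11a had 5 lower regions in its body, of which 3 lay nearest to its own TSS and 1 stayed past an FDR of 0.01 under that assignment. In the authors' deposited table the most significant of the Bcl11a regions (chromosome 11, 24111777 to 24112171, intron) fell from 5.28 to 2.56 with an FDR of 0.000822. No region was assigned to Sox4, Ikzf2 or Fut8 under the assignments tried. This excludes neither changes too small to be listed nor listed regions farther from these genes. For Sox4 and Ikzf2 the study showed peaks gained after the double deletion, together with raised RNA. A listed region outside Ikzf2, which spans 69531214 to 69687245 on chromosome 1, rose by a log2 of 2.86 in the authors' deposited table. It lay at 69496068 to 69496490, nearest to a Gm29113 TSS and more than 10 kb from the gene. Whether it is the peak that the study showed was not determined, and the question stays open for Sox4.

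**Figure D3:**
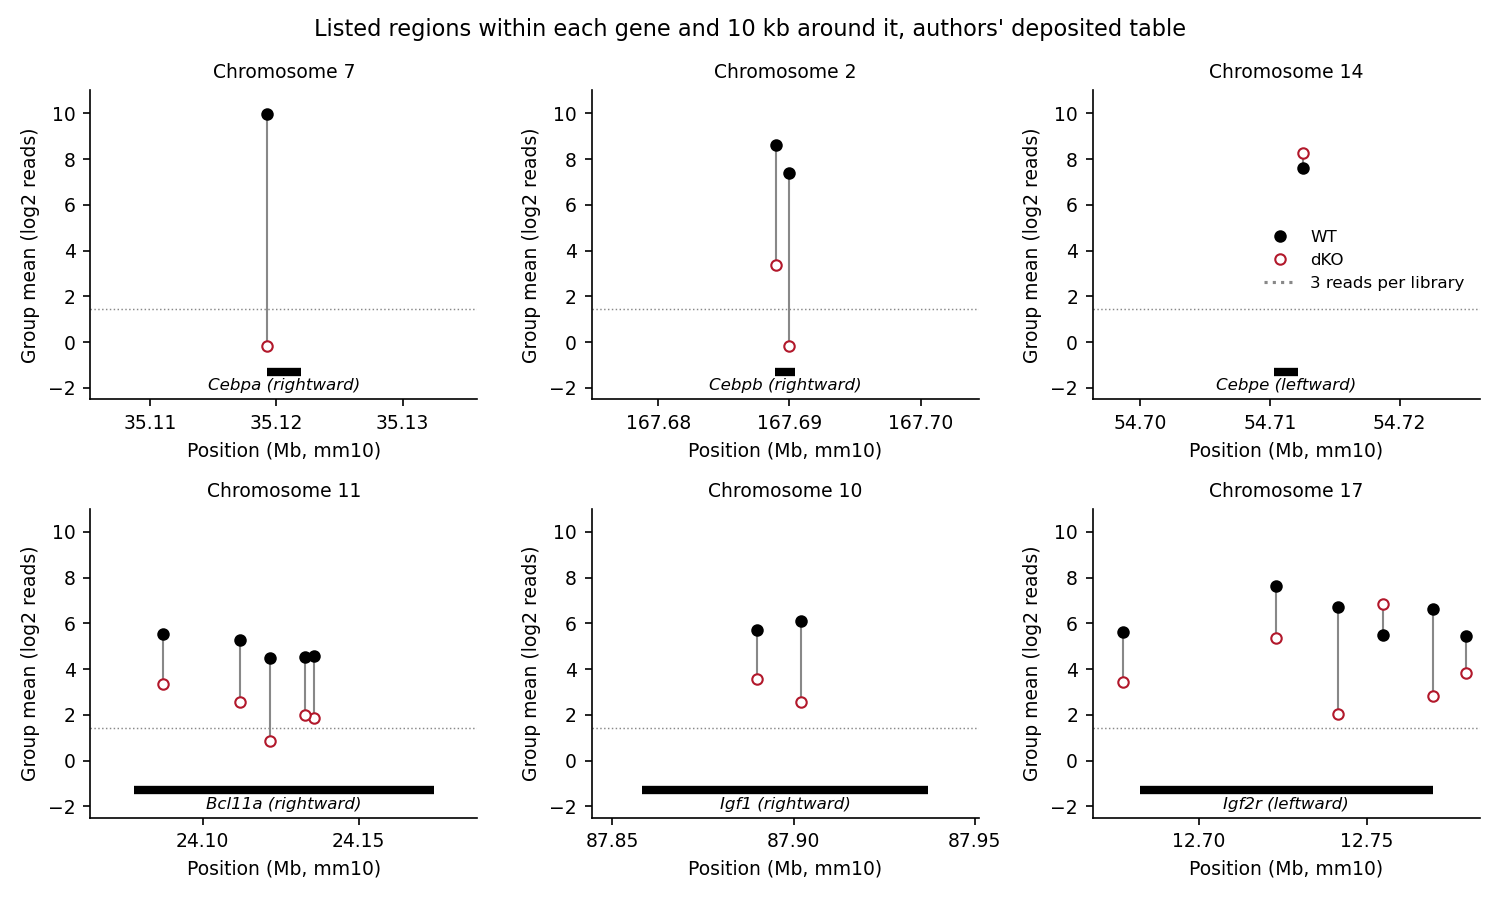
Group means in the authors' deposited table (log2 normalised reads, y axis) of WT (black) and dKO (open red) for the listed regions at Cebpa, Cebpb, Cebpe, Bcl11a, Igf1 and Igf2r, by position on mm10 (x axis, Mb). Black bars span the annotated gene, the dotted line is 3 reads per library, and dKO lies below WT at the regions shown except at Cebpe and at 1 region of Igf2r.

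The Hoxa cluster changed in both directions. A region over Hoxa9 (chromosome 6, 52230435 to 52230912) had a change of -0.81 (FDR 0.00543) in the authors' deposited table, whereas a region at -663 bp from the Hoxa10 TSS (52241517 to 52241858) rose by 2.96 (FDR 7.66e-05). Meis1 had 4 higher regions in and around its body. The study described Hoxa9, Hoxa10 and Meis1 as partly down-regulated in dKO cells, so the rises at Hoxa10 and Meis1 do not give the direction of RNA. For Gata2, the promoter region (chromosome 6, 88193459 to 88194053) rose by 1.53 with an FDR of 0.000691 in the authors' deposited table, and for Mycn a region at -423 bp from the TSS (chromosome 12, 12942337 to 12942743) rose by 3.27 with an FDR of 2.21e-05. Igf2r, by contrast, had 5 lower regions and 1 higher region in and around its body. The region over the Igf2r promoter (chromosome 17, 12769405 to 12769929), where the antisense transcript Airn overlaps, fell from 6.64 to 2.84 in the authors' deposited table (FDR 1.21e-11). The study reported raised Igf2r RNA in dKO cells, so this region and the RNA went in opposite directions.

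The regions with the largest deposited changes were all at the floor in the lower group, so their selection and order depend on the floor. Some regions above the floor had measured changes beyond the bounds given here. A region near Slc8a1 (chromosome 17, 81704749 to 81705228) rose by a log2 of 5.85, against a bound of 5.23 at Erg. A region near Lrig1 (chromosome 6, 94699944 to 94700547) changed by -5.92, against bounds of -5.20 at Afap1, -5.89 at Gm20388 and -4.85 at Firre. After the deleted genes (Cebpa and the coding exon of Cebpb), the largest falls in the authors' deposited table were in introns of Afap1, Gm20388 and Firre. The Afap1 region (chromosome 5, 35901246 to 35901595) was at least 36.6-fold lower. The Gm20388 region near Zfp469 (chromosome 8, 122209908 to 122210778) was 59.1-fold lower against the floor. Its dKO log2 mean of 0.84 was above the lowest level, so counting error could make the true ratio smaller. The Firre region (chromosome X, 50614916 to 50615203) was at least 28.7-fold lower. The largest rises in the authors' deposited table were in introns of Erg (chromosome 16, 95434551 to 95434873, at least 37.6-fold higher) and Dnal1 (chromosome 12, 84129953 to 84130361, at least 28.9-fold higher), in an intergenic region 8883 bp from a Foxn2 TSS (chromosome 17, 88431446 to 88431828, at least 23.7-fold higher), in an exon of Hk1 (chromosome 10, 62286322 to 62286645, at least 22.5-fold higher) and in an intron of Ptprr (chromosome 10, 116175435 to 116175841, at least 20.5-fold higher).

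The direction of change was unevenly distributed over the genome. Chromosome 10 had 628 higher and 138 lower regions, or 82.0% higher (interval 79.1% to 84.5%), against 58.7% on the other autosomes (odds ratio 3.21, Fisher's exact p 2.06e-40). The share on the remaining chromosomes ranged from 44.8% on chromosome 8 to 73.0% on chromosome 16. With each chromosome divided into 5 parts of equal length, it fell from 73.1% (interval 71.1% to 75.04%) next to the centromere to 45.1% (interval 43.1% to 47.2%) at the distal end. Neighbouring regions are not independent, so these intervals are too narrow for a comparison of chromosomes.

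**Figure D4:**
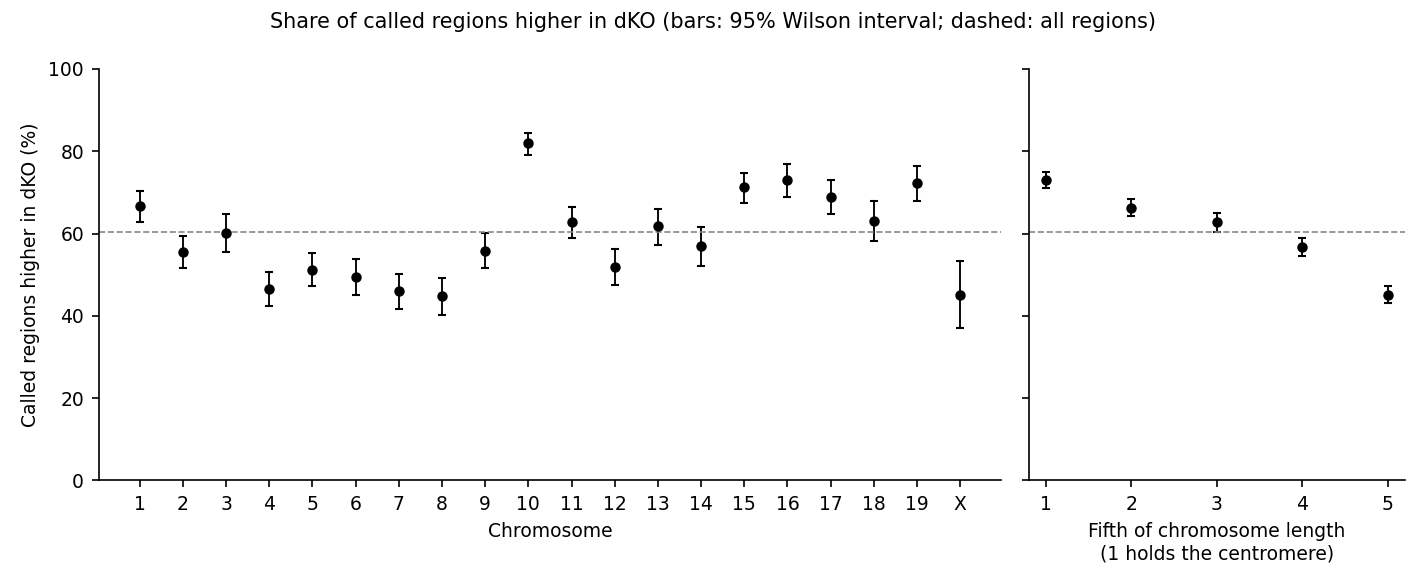
Percentage of changed regions that were higher in dKO (y axis) by chromosome (left) and by 5 equal parts of chromosome length numbered from the centromeric end (right), with 95% Wilson intervals; the dashed line marks 60.3% for all regions. Chromosome 10 stands at 82.0%, and the share falls from 73.1% to 45.1% along the chromosomes.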

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

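Alternatives were fixed before the data were examined, except the windows beside the regions, the inclusion of regions printed at an FDR of 0.05 and the centring of gene directions, which were chosen after seeing the data. The counts of changed regions depended on the threshold by construction. Requiring an FDR under 0.01 left 2489 lower and 3649 higher regions, and an FDR under 0.001 left 1410 and 1939. The share of higher regions was 57.9% at an FDR under 0.001, 58.0% at a minimum absolute log2 change of 1 and 62.5% above the lower quartile of the mean level, each outside the interval of the main share of 60.3%. Centring on the median of the listed regions gave 50.2%. This follows from the choice of the median and says nothing about the authors' normalisation, because unchanged regions were not in the table. An FDR under 0.01, autosomes only and the inclusion of the 2 regions printed at 0.05 left the share within that interval.

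The odds ratio for regions within 1 kb of a TSS kept its direction and significance over 3 alternatives, from 1.12 to 1.35. The C/EBP odds ratio of lower against higher regions did so over 6 alternatives, from 2.18 to 24.4, including 3.49 within bins of GC content. A different comparison, of lower regions with the windows beside them, gave 4.10. The odds ratios of AP-1 (0.109 to 0.173), PU.1 (0.215 to 0.278) and RUNX (0.541 to 0.670) did so over 4 alternatives each.

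Regions at the named genes numbered 40 by the nearest TSS and 62 in the gene body and 10 kb around it, since the second rule also takes regions that lie nearest to other genes. By the nearest TSS at an FDR under 0.01, 27 regions were left, 19 higher and 8 lower. These were 12 higher and 1 lower for the jointly repressed genes and 4 higher and 2 lower for the jointly activated genes. The C/EBP family kept 1 higher and 3 lower, the targets 2 higher and 2 lower, and the myeloid genes none. The number of higher minus lower regions per gene was followed over 104 combinations of gene and alternative. In 9 of these the gene had no region left, 7 of them at an FDR under 0.01 (Cebpe, Meis1, Mpo, Csf1r, Stx3, Itsn1 and Pdcd4) and 2 by gene body (Cdh17 and Col18a1). In the other 95 the number was identical in 78, differed without reversing in 15, and reversed in 2. Of the 78, 26 came from the limit of 100 kb, which removed no region. Both reversals came from centring, at Cebpe and at Bahcc1, where the number went from 1 to -1. The log2 change of these regions lay under the median of 0.98 that was subtracted.

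No paired analysis was possible because the table gives group means and no value per library, although WT and dKO share replicate numbers in the labels. For the same reason no replicate was left out, and the alternatives that need counts or values per sample (other scaling, another test, all samples together, another pseudocount) were not run. Alternatives for dKO-LAP* against dKO and for regions changed in both comparisons were not run, since no values for dKO-LAP* were analysed. Depth limits the fold changes at 235 lower and 219 higher regions to bounds.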

Other observations

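The patterns below were found by looking through several properties of the changed regions (chromosome, position, GC content of the region and its surroundings, distance to a TSS, mean level and nearest gene), and all tests were chosen after the patterns had been seen. Regions within a chromosome are not replicates, and nothing here can be checked library by library.

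Chromosome 10 stood out, with 82.0% of its changed regions higher in dKO against 58.7% on the other autosomes. It had 4.81 higher and 1.06 lower regions per Mb, against 2.29 and 1.61 on the other autosomes together. Neither density was unique, since chromosome 19 had 5.16 higher regions per Mb and chromosomes 3 and 1 had 1.06 and 1.08 lower regions per Mb. The excess was also present at promoters, where 149 of 179 regions (83.2%) were higher against 54.8% on other autosomes, and the higher promoter regions of chromosome 10 had a smaller median log2 change (0.91 against 1.36). The tables argue against base composition, since within 10 bins of surrounding GC content the odds ratio was still 3.04 (interval 2.52 to 3.67). Clustering of regions within 10 Mb does not account for it either. Dependence over longer distances is not excluded, because the test below treats blocks of that size as independent. When 254 blocks of 10 Mb were shuffled among autosomes, the permutation p for a chromosome with as high a share was 0.0007 (one-sided, 10000 permutations), and 13 of the 14 blocks of chromosome 10 exceeded the share of the other autosomes. A gain of 1 copy of chromosome 10 in the dKO cells may be involved, which would add 0.58 on the log2 scale to every region on it. Among regions with a log2 mean of at least 5, where the list reaches low enough for this test, 73.3% of 101 changes of at least 4-fold on chromosome 10 were higher (interval 63.9% to 80.9%), against 52.0% on the other autosomes and 83.9% on them after adding the shift. After the shift, 2 of the 18 other autosomes had as low a share as chromosome 10, and without it 1 of them, chromosome 16 (75.4%), had as high a share. Over all levels, the share on chromosome 10 was 73.7% (interval 68.0% to 78.6%). The shifted value of the other autosomes was 77.8%, which lies inside that interval and leaves a gain possible. Weaker regions that the shift would bring past 4-fold may be missing from the list, which would make the shifted value too low. How many are missing was not determined. A gain and another cause cannot be told apart here, because the autosomes vary widely among themselves. The unlisted regions of chromosome 10, which would all be shifted by a gain, were not analysed here, and neither was DNA of the same cells. Whether both dKO libraries share the pattern is open, since the lines are clones and the table gives their mean.

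The share of higher regions also fell along the chromosomes. Position and direction were negatively correlated within 18 of 20 chromosomes, with a mean rank correlation of -0.191, and the exceptions were chromosomes 10 and 17. Copy number of whole chromosomes cannot produce a trend within them, and 18 negative chromosomes of 20 has an exact binomial p of 0.000402. Base composition accounted for part of the trend at most. The log odds of a higher region per SD of relative position were -0.416 without and -0.336 with GC content of the region and of 100 kb in the model (interval -0.380 to -0.291). Rotating the directions along each chromosome, which keeps neighbours together, gave a one-sided p of 0.0001, the smallest that 10000 permutations can give. The trend was not carried by C/EBP motifs, since the mean correlation was -0.190 over the 7174 regions without the motif, nor by promoters, since it was -0.196 over the 8102 regions more than 1 kb from a TSS. What stays open is a difference in replication timing or in the share of cycling cells, neither of which was analysed here, and a biological effect of the genotype, which is untested.

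The share of lower regions with the C/EBP consensus rose with the size of the fall, from 36.1% among the 995 regions with the smallest changes (interval 33.2% to 39.1%) to 45.0% among the 995 with the largest (interval 42.0% to 48.1%). Within bins of GC content the odds ratio between these sets was 1.25 (interval 1.03 to 1.52), so GC content may explain part of the rise but not all of it. Among higher regions the C/EBP share showed no such rise, with 18.8% among the 1509 regions with the smallest and 20.4% among the 1509 with the largest changes, whereas AP-1 rose from 19.1% to 33.6%. The difference between the motifs was not tested.

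Within Firre, 6 regions spanning 17427 bp of chromosome X were listed in the authors' deposited table, and all 6 were lower in dKO. At 5 of them dKO was at or under 3 reads per library, and they were 14.4-fold to 28.7-fold lower against that level. A deletion of the whole segment in the dKO cells would leave every region at that level. The region at 50619940 to 50620354 had a dKO log2 mean of 3.98 in the authors' deposited table, which speaks against such a deletion, while a smaller deletion that leaves out this region stays possible. These regions were chosen after their values were seen, and no biological explanation was tested.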
